A study of Caenorhabditis elegans with 44 samples. Its data were reported in "Dynamics of miRNA accumulation during C. elegans larval development" (2024).

How the data were processed

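The animals were N2 worms kept at 25 °C, and the authors sequenced small RNA libraries made with an Illumina TruSeq kit. The authors' deposited table of raw counts per mature microRNA strand was used for every test. According to the methods of the study, the authors trimmed adapters with QuasR, aligned reads to the ce10 genome with Bowtie through QuasR, lifted the miRBase v22 annotation to that build, and counted same-strand reads that started within 3 bp of an annotated mature 5' end. The deposited table in log2 units was made by the authors from the same counts, scaled to the mean library total with 8 added, and it was matched to the counts within rounding. It was not used for tests. Labels gave 1 sample for each hour, so groups of replicates were not available and samples could not be paired.

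The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, nlme 3.1.168, Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Strands with a mean count of at least 10 over the 44 libraries were tested, which kept 272 strands and left 165 out, with 99.997% of counts kept. The scaling was by total count, as in the study. The edgeR quasi-likelihood model for 8 to 35 h (28 libraries, 24 residual degrees of freedom) had an intercept, a linear term in time, and a cosine and a sine with a fixed 7 h period. Oscillating strands had a Benjamini-Hochberg adjusted p under 0.05 for the joint cosine and sine test and an amplitude of at least 0.5 log2 units, where a peak lies 1 amplitude above the fitted trend and a trough 1 amplitude below it. Rising and falling strands had an adjusted p under 0.05 and a fitted change of at least 1 log2 unit over the window. The windows 5 to 10 h, 22 to 28 h, 30 to 38 h and 36 to 48 h were fitted with a linear term alone. Fitted changes in the report are given relative to the median of all strands where so stated, while calls used the unshifted change. All p-values given with changes and amplitudes are from edgeR unless another test is named.

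The guide was the strand with the higher mean over the 44 libraries. Among hairpins with an oscillating strand, those of miR-34, miR-230 and miR-41 had strands that differed by only 1.48-fold, 1.39-fold and 1.02-fold, so the roles there are not clear-cut, and the decay model was also fitted with them turned. The strand ratio was tested in edgeR with the library as a factor. Passenger and guide calls were compared by Fisher's exact test over hairpins, which ignores the pairing of strands within a hairpin. Amplitudes were compared by a sign-flip permutation test, which keeps that pairing, with 100000 resamples. In the decay model the guide was produced in proportion to the passenger and lost at a constant rate, fitted by least squares over all 44 libraries with half-lives searched from 0.1 to 200 h. Clusters were compared with 10000 random lists of equal size matched on mean level. The reference annotation was WBcel235, which is not the ce10 build of the authors, so coordinates are given from WBcel235 alone and none were converted.

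The tests, limits, lists, most alternatives and the rule for naming strands were fixed before the data were examined. Named strands were list members, both strands of the hairpins the study discussed, the 8 largest amplitudes, the 6 largest rises and falls, the 5 most abundant strands, the 4 largest changes in each window and direction, the 5 largest strand-ratio amplitudes, and the 4 highest and lowest unexplained shares in the decay model. The 8 amplitudes and the 6 rises and falls were ranked among strands with a mean of at least 100 normalised counts. The lists were the let-7, lin-4, miR-35, miR-51, miR-58 and miR-44 families, the miR-64 cluster, 7 further genomic clusters, strands known for muscle, neurons, and glia and hypodermis, and a pair of lists taken from the study, late decline and rhythmic guides. A family named in the results means the strands on its fixed list, which need not hold every related strand. Those fixed lists held miR-359-3p, which the table calls miR-359. Chosen after the files were seen were the falls of 22 to 28 h and the rises of 30 to 38 h as results, library totals without the miR-35 family, the limits of 2 log2 units and 50% for the decay counts, the 95th percentile for clusters, the comparison of amplitudes over all 102 hairpins, the measure used for the passenger share in the alternatives, and a comparison of the rhythm before and after 21 h. That last comparison called 0 of 272 strands in edgeR, with 32 at an unadjusted p under 0.05.

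Alternatives were TMM factors, DESeq2 size factors and the DESeq2 test, limma on log2 values with 8 or 1 added, other filters and limits, periods of 6.5, 7.5 and 8 h, windows of 8 to 28 h and 15 to 35 h, a spline in place of the linear trend, residuals with first-order autocorrelation, even or odd hours alone, and each library left out in turn. The scripts were tested on simulated counts drawn from a negative binomial with the means, library totals and dispersions of the real strands. Rhythms of 0.75 and 1.5 log2 units were recovered in 45 and 50 of 50 strands, and linear changes of 1.5 and 3 log2 units over 8 to 35 h in 47 and 50 of 50. In the 5 to 10 h window 74 and 98 of 100 such changes were recovered, in 22 to 28 h 79 and 97, in 30 to 38 h 87 and 100, and in 36 to 48 h 92 and 100. Rhythms of the strand ratio of 0.75 and 1.5 log2 units were recovered in 24 and 29 of 30 hairpins. For half-lives, guide levels were instead computed from the observed passengers with a constant decay, and a small scatter was added to the guide alone. In that setting half-lives of 2, 6 and 15 h were fitted within 1.5-fold in 33, 34 and 32 of 34 hairpins. Scatter in the passenger and a changing decay were not covered. Adjacent libraries always differed by more than counting error, with a chi-square per degree of freedom of at least 60.9.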

Results

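Small RNAs were sequenced from whole wild-type N2 worms of *Caenorhabditis elegans* at every hour from 5 h to 48 h after arrested first-stage larvae had been given food, a span that runs through larval growth into adulthood. The 44 libraries hold 1 library per time point, so there were no replicates, and the scatter of hourly libraries around each fitted curve takes the place of a spread between replicates. Every p-value below therefore measures scatter within this single time course of pooled animals. Counts were assigned to 437 mature microRNA strands, of which 27 had no count in any library. A microRNA hairpin gives rise to a 5p and a 3p strand. The strand with the higher mean level is called the guide here, as it is the form usually retained by Argonaute proteins, and the other strand is called the passenger.

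The total count per library had a median of 10678292 and ranged up to 14672735 at 31 h. The library of 38 h was shallow, with 1669246 counts, and the next lowest held 7059421. With a mean of at least 10 counts, 272 strands of 170 hairpins were tested, and 102 hairpins had both strands tested. Among those hairpins the guide exceeded the passenger by a median of 22.1-fold. The most abundant strands on average were miR-228-5p (1032461 normalised counts), miR-82-3p (960434), miR-72-5p (921369), miR-57-5p (812956) and miR-58a-3p (685776). The top 5 strands of a library took between 34.3% and 58.1% of its counts. Normalised counts are counts scaled to the mean library total, and the Poisson 95% intervals given with single values cover counting error only, since reads amplified by PCR are not independent molecules.

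The first comparison asked which strands rose and fell in step with the molting cycle, which lasts about 7 h under these conditions. The passenger strand of let-7, a regulator of late larval cell fates, had the largest rhythm of the 272 strands in the edgeR fit, with an amplitude of 2.62 ± 0.53 (SE) log2 units and an adjusted p of 0.00472. The passenger of miR-235, a relative of mammalian miR-92, followed at 2.14 ± 0.31, and that of lin-4, a regulator of early larval fates, at 1.94 ± 0.29 (adjusted p = 8.7e-05 and 0.000157). With autocorrelated residuals miR-235-5p (1.90) came before let-7-3p (1.78), and lin-4-3p followed. The level of lin-4-3p was 3775 normalised counts at 8 h (95% interval 3652 to 3901), 103 at 12 h, 2389 at 15 h, 95.7 at 18 h, 2099 at 22 h, 90.8 at 26 h and 2617 at 29 h. Guide strands with a strong rhythm were rarer, and miR-235-3p (amplitude 1.41 ± 0.24, adjusted p = 0.000842) and miR-71-5p (1.02 ± 0.15, adjusted p = 8.7e-05) led them. The level of miR-235-3p was 331711 at 12 h, 34095 at 15 h, 330413 at 18 h, 27324 at 22 h, 359638 at 26 h and 23549 at 29 h.

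In all, 39 of 272 strands (14.3%) oscillated between 8 h and 35 h, comprising 11 guides, 24 passengers and 4 strands whose partner was not tested. Their median amplitude was 0.68 log2 units, a 2.57-fold difference between peak and trough. All 8 guides of the miR-35 family, which is known for its roles in embryos and the germ line, oscillated (8 adjusted over the list alone), with amplitudes from 0.50 ± 0.10 for miR-39-3p to 0.75 ± 0.13 for miR-40-3p and peaks between 1.53 h and 2.36 h after a multiple of 7 h. With TMM factors or DESeq2 size factors 7 of the 8 passed, since the amplitude of miR-39-3p dropped to 0.47 and 0.49. With autocorrelated residuals miR-41-3p (amplitude 0.43, adjusted p = 0.111) and miR-42-3p (0.47, adjusted p = 0.0917) did not pass. The passengers of the same hairpins had larger rhythms where called, as for miR-39-5p (1.37 ± 0.15) and miR-37-5p (1.28 ± 0.16). So did miR-44-5p (1.14 ± 0.22) and miR-42-5p (1.13 ± 0.19) of the mir-42~44 cluster. The passenger of miR-237, a lin-4 relative, had an amplitude of 1.37 ± 0.23. Both members of the list of rhythmic guides, miR-235-3p and miR-71-5p, oscillated (2 adjusted over the list alone), but the study chose this list on these samples, so it is not independent evidence. No member of the let-7, lin-4, miR-51, miR-58 or miR-44 families or of the miR-64 cluster was called oscillating by edgeR, over all strands or adjusted over the list alone, while 82 of the 272 strands had an unadjusted p under 0.05. Of the members of these lists, lin-4-5p passed the test with a small amplitude of 0.23 ± 0.04 (adjusted p = 0.000227), and let-7-5p did not pass (0.81 ± 0.35, adjusted p = 0.246).

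**Figure D1:**
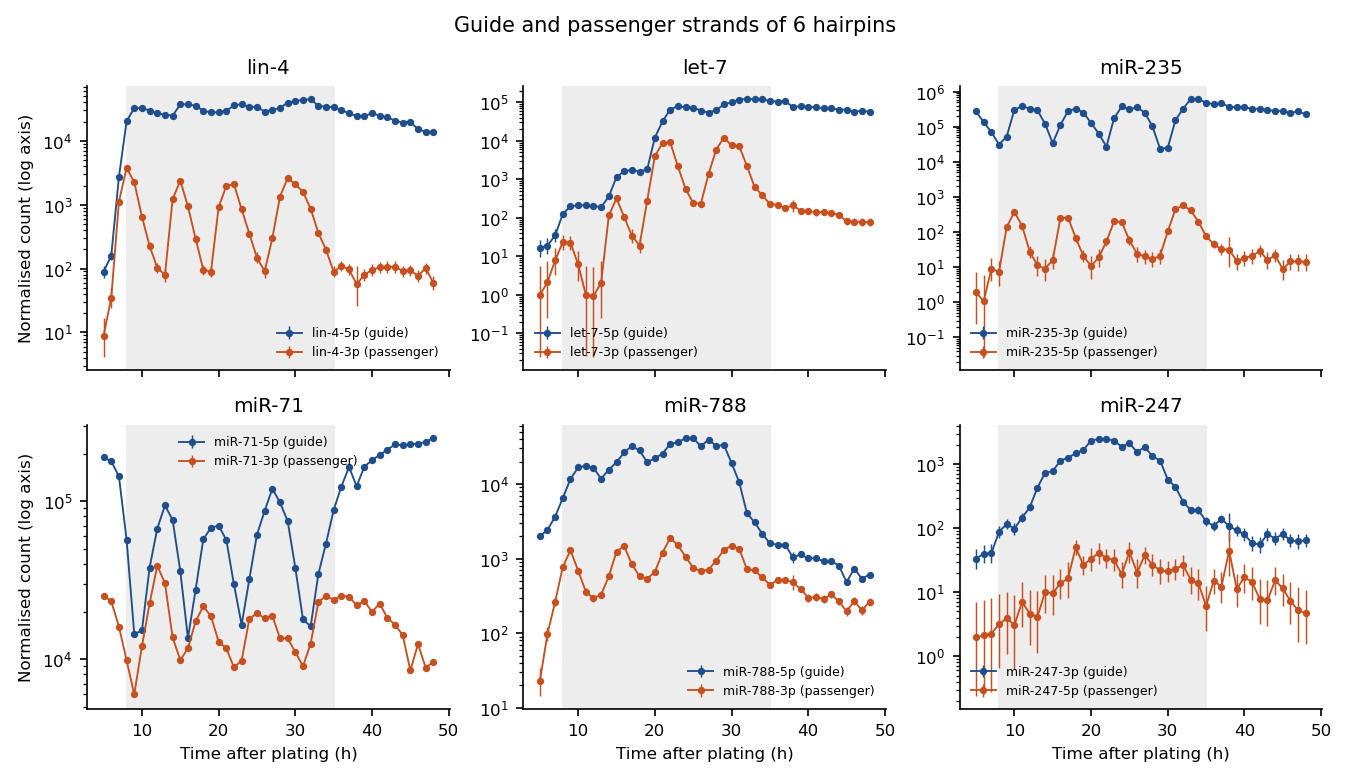
Normalised counts (log axis) of the guide (blue) and passenger (orange) strands of 6 hairpins against hours after plating, with Poisson 95% intervals and the 8 to 35 h window shaded. Within the shaded window the passengers of lin-4 and let-7 rose and fell repeatedly, and lin-4-5p varied less than its passenger. The guides miR-235-3p and miR-71-5p also rose and fell, with fitted peaks later than those of their passengers.

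Of the oscillating strands, 12, 10, 5 and 12 peaked in 4 successive equal parts of the cycle. Calls were tied to the 7 h period: 21 strands were called at 6.5 h, 35 at 7.5 h, 21 at 8 h, 0 at 6 h and 2 at 9 h. Single libraries decided a few calls. For miR-41-3p the adjusted p was 0.0563, 0.0577 and 0.0608 without 10 h, 20 h and 31 h, and for miR-42-3p it was 0.0607, 0.0652, 0.0757 and 0.0567 without 19 h, 29 h, 30 h and 33 h. The amplitude of miR-39-3p went under the minimum of 0.5 in turn without 8 h, 9 h, 10 h, 14 h, 18 h, 19 h, 20 h, 21 h, 23 h, 29 h, 31 h, 33 h, 34 h and 35 h, to 0.45 at the lowest. Neighbouring hours were not independent (median residual autocorrelation 0.558), and 32 of the 39 strands were also called when the residuals were modelled as autocorrelated. With only even hours 5 strands passed, and with only odd hours 8.

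**Figure D2:**
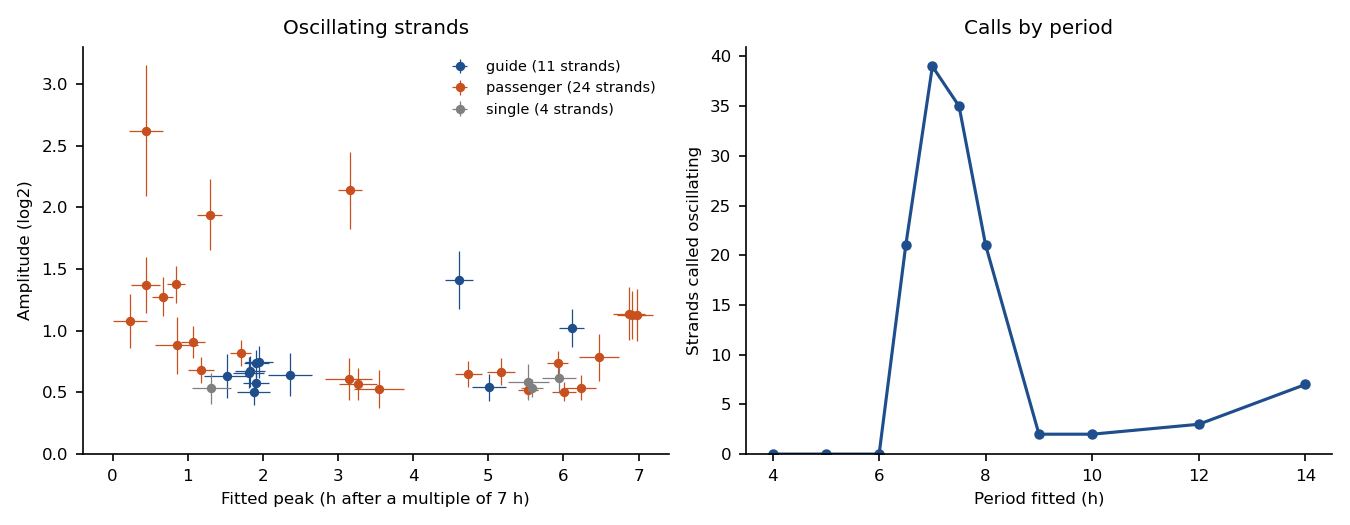
Left, fitted amplitude (log2) of the 39 oscillating strands against the hour of the fitted peak after a multiple of 7 h, with SE bars, for 11 guides, 24 passengers and 4 single strands. Right, the number of strands called oscillating at each fixed period in hours, with 39 at 7 h and 35 at 7.5 h.

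The second comparison set the strands of each hairpin against each other. Passenger strands oscillated in 24 of 102 hairpins (23.5%) and guides in 11 of 102 (10.8%), an odds ratio of 2.53 (95% interval 1.11 to 6.12; two-sided Fisher's exact test, p = 0.0249), and 68.6% of the oscillating strands of these hairpins were passengers. Without the 13 h or the 24 h library that test gave an exact p of 0.118 or 0.0561. Strands are not independent replicates, as members of a cluster share a transcript. The miR-35 family alone supplied 8 of the 11 oscillating guides. Fisher's test also ignores that guide and passenger are paired within a hairpin. The passenger alone oscillated in 17 hairpins and the guide alone in 4, and no paired test was run on these counts. The roles in miR-34 and miR-230, each with a single oscillating strand, are not clear-cut, and turning either would move the counts. Over all 102 hairpins the passenger amplitude exceeded the guide amplitude by a median of 0.17 log2 units and was the larger in 82 (two-sided permutation test, p = 1e-05, the smallest that the test can give), a comparison added after the data were seen. Over the 28 hairpins with an oscillating strand the median difference was 0.49, but these were selected by a minimum on amplitude, and 17 of them entered through the passenger alone.

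The passenger-to-guide ratio, which is free of the scaling of libraries, oscillated in 20 of 102 hairpins, and the passenger had the larger amplitude in 17 of the 20. Among the 20, the roles are not clear-cut in miR-41 (guide 0.64, passenger 0.88) and miR-34 (guide 0.54, passenger 0.18). Turning them would take miR-41 out of the 17 and bring miR-34 in. The largest ratio amplitudes were those of miR-235 (2.40 ± 0.26 log2 units), lin-4 (1.92 ± 0.29), let-7 (1.89 ± 0.43), miR-42 (1.19 ± 0.18) and miR-39 (1.13 ± 0.14), with adjusted p from 4.7e-07 for miR-235 to 0.00945 for let-7. Both strands oscillated in 7 hairpins, and in all 7 the guide peaked after the passenger, by 0.842 h to 1.62 h (median 1.15 h). This was 6 of 7 with the roles turned in miR-41, whose strands differ by only 1.02-fold. For miR-235 that lag was 1.45 ± 0.25 h. The passenger alone oscillated in 17 hairpins and the guide alone in 4. The guide of miR-71 had a larger amplitude than its passenger (1.02 ± 0.15 and 0.67 ± 0.11), a gap of 1.87 SE, and the ratio of its strands oscillated with an amplitude of 0.82 ± 0.15 (adjusted p = 0.000425). The ratio calls numbered 12 with a period of 8 h, 12 with even hours and 6 with odd hours.

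**Figure D3:**
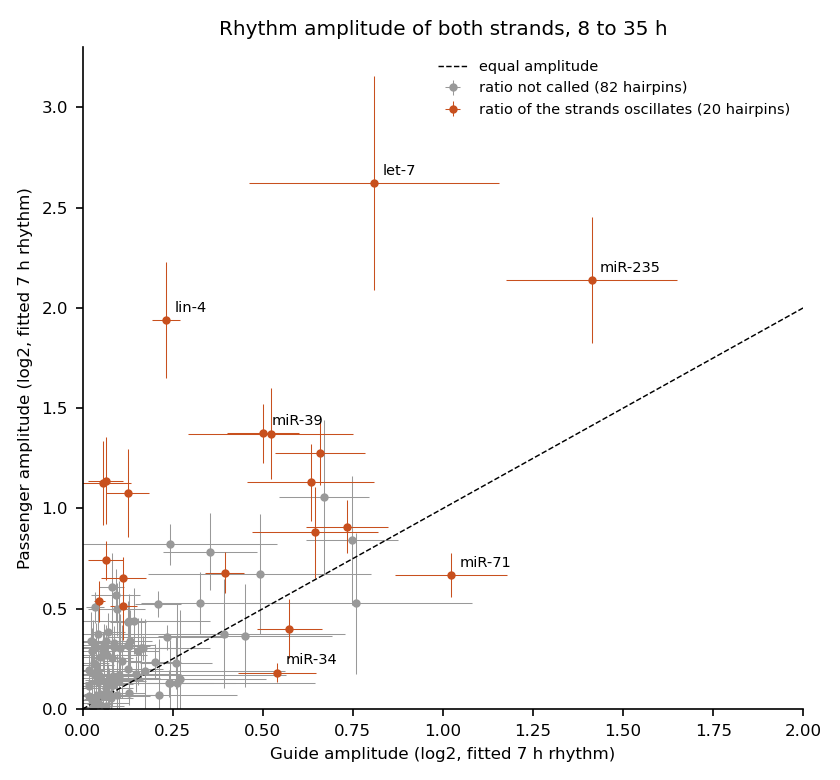
Amplitude of the fitted 7 h rhythm (log2) of the passenger against that of the guide for 102 hairpins, with SE bars. Orange marks the 20 hairpins whose strand ratio oscillated, 17 of them above the dashed line of equal amplitude, with miR-71 and miR-34 below it.

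The third comparison asked which strands changed steadily through larval growth. From 8 h to 35 h 76 strands rose and 68 fell, which together are 52.9% of those tested, and 105 strands met neither the limits for a rhythm nor those for a change. By adjusted p alone, without the minimum of 1 log2 unit, the linear term passed for 205 strands. Of the 5 strands on the fixed let-7 family list 4 rose (4 adjusted over the list alone). The exception on that list was miR-795-5p, at -0.51 ± 0.18 relative to the median of all strands. In these units the change was 4.28 ± 0.50 for miR-48-5p, 2.89 ± 0.59 for miR-241-5p and 2.32 ± 0.35 for miR-84-5p, while let-7-5p went from 126 normalised counts at 8 h (104 to 151) to 1809 at 19 h, 64750 at 22 h and 121812 at 32 h. In the lin-4 family miR-237-5p rose, from 28395 at 8 h to 467067 at 35 h (1 of 2 members, 1 adjusted over the list alone), and lin-4-5p changed by 0.54 ± 0.09, under the minimum of 1 log2 unit. All 4 guides of the miR-64 cluster rose (4 adjusted over the list alone), by 1.04 to 1.45 relative to the median. Strands at a few counts early on gained most: miR-246-3p went from 11.6 at 8 h (5.81 to 20.8) to 235765 at 35 h, miR-85-3p from 25.4 to 129082, and miR-5592-3p from 29.7 at 22 h to 30217 at 35 h. Their partners miR-246-5p and miR-5592-5p rose with them.

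The falls were smaller. Among strands with a mean of at least 100 normalised counts, they were led by miR-44-5p at -3.50 ± 0.52 relative to the median of all strands (5398 normalised counts at 8 h and 147 at 35 h), miR-254-3p at -3.31 ± 0.17, miR-53-3p at -3.30 ± 0.43, miR-1018 at -2.95 ± 0.17, miR-43-3p at -2.81 ± 0.19 and miR-231-5p at -2.66 ± 0.13. Neuronal strands fell in 3 of 3 cases (3 adjusted over the list alone): lsy-6-3p, which specifies a taste neuron, at -2.09 ± 0.10, miR-791-5p at -1.60 ± 0.13 and miR-124-3p, a broad neuronal microRNA, at -1.13 ± 0.14. The call of miR-124-3p was lost with TMM factors, and without 35 h, where its unshifted change was under 1 log2 unit. The glial and hypodermal miR-228-5p, the most abundant strand, fell (-1.29 ± 0.11; 1 adjusted over the list alone), and so did miR-57-5p (-1.09 ± 0.06, lost with TMM factors and without 8 h, 14 h or 35 h). The muscle strand miR-1-3p was not called (0.21 ± 0.10). In the miR-51 family 1 of 6 members fell (miR-52-5p, -1.27 ± 0.19; 1 adjusted over the list alone), and in the miR-35 family 2 of 8, miR-39-3p and miR-42-3p (2 adjusted over the list alone). No member of the miR-58 family (4 tested) or the miR-44 family (4 tested) was called by edgeR over all strands or adjusted over the list alone, although with TMM factors 1 miR-58 family member rose. The guides miR-44-3p and miR-45-3p (both at -0.88 relative to the median) have near-identical sequences, and reads shared between them make both levels uncertain.

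The median change of all strands was 0.06 with total-count scaling and 0.23 with TMM factors, which called 85 rising and 59 falling strands. With autocorrelated residuals 47 of the rising and 53 of the falling strands were called in both fits. The calls that ended there included miR-237-5p (adjusted p = 0.106), miR-241-5p (0.0601), miR-42-3p (0.120), miR-39-3p (0.364), miR-53-3p (0.136) and miR-44-5p (0.0545). The fitted change of miR-241-5p from 15 h to 35 h was -0.02 (adjusted p = 0.933).

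The fourth comparison covered the resumption of growth after feeding, 5 h to 10 h. The lin-4 guide appeared in this interval, from 89.4 normalised counts at 5 h and 159 at 6 h (135 to 187) to 20323 at 8 h and 32770 at 10 h. Other regulators of developmental timing came up with it: 4 of 5 let-7 family members rose (4 adjusted over the list alone), led by miR-241-5p (7.37 ± 0.66 relative to the median of all strands) and miR-48-5p (6.93 ± 0.62), the latter from 271 to 20646. Passengers of miR-77 (7.05 ± 0.58) and miR-235 (from 1.97 to 377 normalised counts) also rose. The guide miR-71-5p fell (-4.55 ± 0.61), from 189723 at 5 h to 14383 at 9 h, as did the passengers miR-72-3p (-2.63 ± 0.40), miR-230-3p (-2.41 ± 0.42) and miR-45-5p (-1.87 ± 0.27). All these falling strands, and the rising passengers miR-77-5p and miR-235-5p, were also called oscillating at 7 h. A line over 5 h cannot tell part of a cycle from a lasting change. By 13 h miR-71-5p was back up at 93893 and miR-235-5p back down at 11.3. The level of miR-77-5p was 1117 at 11 h and 256 at 13 h.

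In this window 23 strands rose and 4 fell. The split moved with the scaling, to 14 and 8 with TMM factors and 17 and 11 with DESeq2 size factors, and the median change of all strands moved from 0.17 to -0.18 and -0.15. Both strands of the late-decline list, miR-788-5p (3.09 ± 0.22) and miR-247-3p (1.78 ± 0.39), rose (2 adjusted over the list alone), but the second did not pass with TMM factors (adjusted p = 0.0987) or DESeq2 size factors (0.0553), nor without 5 h, 6 h or 9 h (0.144, 0.105 and 0.0810). The study chose that list on these samples. In the lin-4 family 1 of 2 members rose (2 adjusted over the list alone) and in the miR-35 family 2 of 8, miR-35-3p and miR-38-3p (3 adjusted over the list alone), which was 0 of 8 with TMM or DESeq2 size factors. The call of miR-35-3p ended without any 1 of the 6 libraries (adjusted p from 0.0525 without 8 h to 0.132 without 6 h), and that of miR-38-3p without 5 h, 6 h, 7 h or 9 h (0.148, 0.113, 0.0708 and 0.0966). With 6 libraries, single hours decided many calls: 14, 12 and 11 strands rose without 5 h, 6 h and 9 h, and 2, 1 and 2 fell. The adjusted p of lin-4-5p was 0.0239 with all libraries and 0.162, 0.0960, 0.0574 and 0.0617 without 5 h, 6 h, 7 h and 9 h. Calls were also lost for miR-71-5p (0.0573 without 6 h and 0.0529 without 10 h), miR-45-5p (0.0905 without 5 h), miR-230-3p (0.105, 0.0898 and 0.134 without 6 h, 9 h and 10 h) and miR-72-3p (0.0525, 0.0589, 0.0643 and 0.0739 without 5 h, 6 h, 9 h and 10 h), and the change of miR-84-5p was 0.99 without 5 h.

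The fifth comparison looked at a switch-on of strands around 25 h, over the single cycle from 22 h to 28 h. Several hairpins came on with both strands. The largest rises were those of miR-5592-3p, from 29.7 normalised counts at 22 h (20.4 to 41.7) to 15677 at 28 h, and its partner miR-5592-5p, from 3.60 (0.980 to 9.21) to 4657, followed by miR-358-5p (6.76 ± 0.84 relative to the median of all strands) and miR-358-3p (6.70 ± 0.64, from 8.09 to 1067). The 2 annotated miR-5592 hairpins overlap on opposite strands, so reads may be shared between them. The guide miR-246-3p went from 415 to 41941. In total 17 strands rose (8 guides and 7 passengers), and 16 of the 17 were also among the strands rising from 8 h to 35 h. The exception, miR-71-5p (2.56 ± 0.48), was rhythmic and climbed from a trough at 23 h to a peak at 27 h, and its call ended without 27 h (adjusted p = 0.0537). No let-7, lin-4, miR-35, miR-51, miR-58 or miR-44 family member and no member of the miR-64 cluster or the neuronal, muscle or glial lists was called rising or falling by edgeR in this window, over all strands or adjusted over the list alone, while 94 of the 272 strands had an unadjusted p under 0.05.

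Falls from 22 h to 28 h were not among the tests planned. Only 5 strands fell (3, 1, 3 and 3 without 22 h, 23 h, 24 h and 27 h), and they are named here after their values were seen. They were miR-53-3p (-2.23 ± 0.41), miR-244-5p (-1.40 ± 0.15), miR-254-3p (-1.29 ± 0.32), miR-8201-5p (-1.03 ± 0.25) and miR-231-5p (-1.01 ± 0.22). The call of miR-254-3p ended with TMM factors (adjusted p = 0.0610) and DESeq2 size factors (0.0641), and without any single hour but 26 h (adjusted p from 0.0529 without 25 h to 0.158 without 28 h). That of miR-231-5p ended without 22 h, 23 h, 26 h, 27 h or 28 h, and that of miR-53-3p without 23 h (0.0508) or 28 h (0.0734).

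The sixth comparison covered the end of larval life, 30 h to 38 h. The passengers of let-7 (-6.06 ± 0.81 relative to the median of all strands) and lin-4 (-5.36 ± 0.51) fell, from 7583 normalised counts at 30 h to 209 at 38 h for let-7-3p, and so did the guide miR-42-3p (-5.34 ± 0.44, from 1711 to 63.3) and the passenger miR-235-5p (-4.26 ± 1.07). These passengers were rhythmic and the window opened close to a peak, at 29 h for let-7-3p and lin-4-3p and 32 h for miR-235-5p. Their levels at 38 h (209, 57.0 and 31.7) were near those of an earlier trough at 26 h (233, 90.8 and 24.0). The lines fitted to these passengers therefore started near a peak of the rhythm. No comparable peak followed up to 48 h, so the falls were not only the downward part of a continuing cycle. At 36 h and 48 h let-7-3p stood at 217 and 78.1, lin-4-3p at 110 and 59.3, and miR-235-5p at 44.8 and 14.1. Both guides of the late-decline list fell (2 adjusted over the list alone), miR-788-5p by -3.69 ± 0.49, from 19192 at 30 h to 1039 at 38 h, and miR-247-3p by -2.21 ± 0.34, from 576 to 108 (62.7 to 172). As that list was chosen by the study on these samples, this is not independent evidence. In the mir-35~41 cluster 6 passengers rose, among them miR-37-5p (5.02 ± 0.58), miR-41-5p (4.45 ± 0.67) and miR-39-5p (4.29 ± 0.81), which were singled out after their values were seen, while among the 7 guides miR-39-3p alone was called, and none with adjustment over the list alone. The difference between passengers and guides was not tested, and the guides of the miR-35 family had a positive median change (1.06, and 1.24 with TMM factors). The call of miR-39-3p was lost without 31 h, 32 h, 36 h, 37 h or 38 h (adjusted p from 0.0537 to 0.118), and that of miR-235-5p without 36 h (0.0527) or 37 h (0.0681).

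Rises from 30 h to 38 h were likewise not among the tests planned. The calls in this window were 22 rising and 33 falling strands, and 27 and 22 with TMM factors or 23 and 25 with DESeq2 size factors, with a median change of -0.26, -0.08 and -0.14. Without the shallow 38 h library 22 rose and 28 fell. In the miR-51 family 1 of 6 members fell (miR-56-3p; 1 adjusted over the list alone, and 0 with TMM factors), and in the miR-44 family 1 of 4, miR-247-3p (1 adjusted over the list alone). The strand miR-359, whose partner was not tested, rose (2.17 ± 0.46), a call lost without 31 h (adjusted p = 0.0614).

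The last window, 36 h to 48 h, fell in adulthood, when embryos form in the hermaphrodite. All 8 guides of the miR-35 family rose with every scaling tried (8 adjusted over the list alone), with a median change of 4.76 (5.19 with TMM factors and 5.12 with DESeq2 size factors). Relative to the median of all strands the change was 7.66 ± 0.24 for miR-38-3p, 5.66 ± 0.19 for miR-39-3p, 5.50 ± 0.34 for miR-41-3p and 5.34 ± 0.16 for miR-36-3p. The most abundant member, miR-35-3p, went from 18456 normalised counts at 36 h to 514077 at 48 h, and the family's share of all counts from 0.490% to 13.2%. From the mir-42~44 cluster miR-43-3p (3.38 ± 0.30) and miR-44-5p (5.23 ± 0.34) rose too. Strands that fell were led by miR-85-5p (-3.14 ± 0.42), miR-1824-3p (-2.15 ± 0.64), miR-58c (-1.83 ± 0.44) and miR-237-3p (-1.59 ± 0.21).

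**Figure D4:**
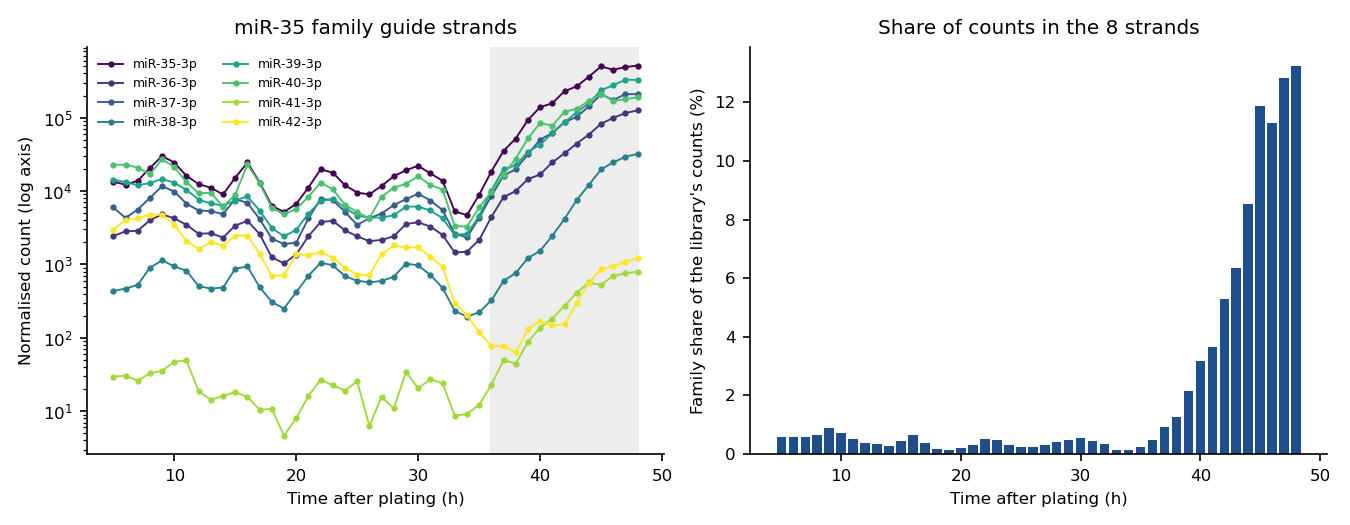
Left, normalised counts (log axis) of the 8 guides of the miR-35 family against hours after plating, with 36 to 48 h shaded. Right, the family's share of each library's counts (%), which stayed under 1% until 37 h and reached 13.2% at 48 h.

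In this window 35 strands rose and 54 fell with total-count scaling, but 48 rose and 19 fell with TMM factors and 44 and 25 with DESeq2 size factors, as the median change of all strands was -0.51, -0.08 and -0.18. With library totals taken without the miR-35 family, an alternative chosen after the data were seen, 42 rose and 35 fell. Falls of let-7 family members (2 of 5, 2 adjusted over the list alone), lin-4-5p (1 of 2 in its family, 1 adjusted over the list alone) and miR-51 family members (3 of 6, 3 adjusted over the list alone) were called with total counts and were 0 with TMM or DESeq2 size factors. The miR-228-5p fall (-0.92 ± 0.27) was lost with TMM factors. The miR-44 family had 1 riser of 4, miR-61-3p (1 adjusted over the list alone), and edgeR called 0 members of the list of 4 tested miR-58 family guides (which does not hold miR-58c), the miR-64 cluster and the neuronal and muscle lists, over all strands or adjusted over the list alone, with 196 of 272 strands at an unadjusted p under 0.05. The call of lin-4-5p was lost without 48 h (change -0.94), and that of miR-61-3p without 36 h, 38 h or 45 h (change 0.95, 0.95 and 0.99).

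A further question was whether a guide's level follows from its passenger, taken as a readout of production, with a constant rate of decay. For let-7 such a model left 2.0% of the guide's variance unexplained, with a half-life of 10.0 h (9.56 to 10.6 h when single libraries were left out), and for lin-4 it left 10.2%, with a half-life of 6.52 h (6.05 to 6.83 h). The let-7 value was 15.6 h with TMM factors and 6.82 h when the fit was restricted to 8 to 35 h. The model left more unexplained for miR-235 (36.2%), miR-247 (41.3%), miR-788 (49.1%) and miR-71 (62.6%). With squared error on the log2 scale these shares were 61.8%, 49.6%, 55.1% and 76.4%. For miR-71 the half-life reached the 200 h limit of the search on the linear scale and was 0.639 h on the log2 scale, so no half-life can be given. Among 62 guides that varied by at least 2 log2 units the model left under 50% unexplained for 50. That limit was chosen after the data were seen, and the 50 include miR-235, miR-247 and miR-788. The count therefore does not separate good fits from poor ones. Of all 102 hairpins fitted, 14 had a half-life at the search limit. On this linear scale the lowest shares were those of miR-39 (0.690%), miR-246 (0.702%), miR-77 (0.709%) and miR-35 (0.823%), and the highest those of miR-34 (87.1%), miR-54 (83.7%), miR-784 (82.3%) and miR-75 (78.1%). The half-lives of miR-34, miR-784 and miR-75 were at the 200 h search limit. With the roles of the miR-34 strands turned, as they differ little in level, the share was 15.4% and the half-life again at that limit. The order depended on the scale, as on the log2 scale let-7 (0.197%) and lin-4 (1.14%) lay below miR-39 (1.78%) and miR-35 (3.17%). No test attaches to these fits.

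The positions of the main hairpins follow the WBcel235 annotation. The lin-4 hairpin lies on chromosome II at 5902254 to 5902347 (+ strand), in an intron of F59G1.4. The let-7 hairpin lies on X at 14744173 to 14744271 (- strand) and mir-235 on I at 6162291 to 6162387 (- strand), neither overlapping a protein-coding gene, and mir-71 lies on I at 9379927 to 9380020 (- strand) in an intron of ppfr-1. The 7 hairpins of mir-35~41 lie within 797 bp on II, from 11537608 to 11538404 (+ strand), in an intron of Y62F5A.9 on the opposite strand, and mir-42~44 lies on II at 11889811 to 11890118.

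Finally, strands from neighbouring hairpins were compared. Once the linear trend was removed, the hourly levels of the mir-35~41 guides had a median pairwise correlation of 0.837, above all 10000 random lists of equal size and similar level (100th percentile). This correlation is over hours of a single time course, and no p-value is attached. The guides miR-48-5p and miR-241-5p, encoded 1872 bp apart end to end on chromosome V (14364412 to 14366283), had a correlation of 0.974 (100th percentile). The list fixed for that cluster also held miR-795-5p, which the annotation places on chromosome I, and with it the median was 0.871 (100th percentile). The pairs miR-61 and miR-250 (0.913, 98.96th percentile) and miR-359 and miR-785-3p (0.835, 98.91st percentile) and the mir-42~44 guides (0.393, 95.8th percentile) also lay above the 95th percentile. The mir-42~44 value was at the 70.6th percentile with TMM factors, and the miR-61 and miR-250 pair was at the 63.25th with all 44 libraries and the 36.99th without detrending. The mir-73~74 (0.274, 79.25th percentile) and mir-54~56 guides (0.267, 76.59th percentile) and the miR-64 cluster (0.054, 56.42nd percentile) did not. Without detrending the miR-64 cluster was at the 99.84th percentile and the list with miR-48, miR-241 and miR-795 at the 75.42nd. Fitted changes differed within some pairs: miR-359 rose from 8 h to 35 h (3.88 ± 0.53 relative to the median of all strands) while miR-785-3p, encoded within the same 471 bp of chromosome X (3004291 to 3004761), changed by 0.78 ± 0.21 and was not called with total counts. The miR-359 call ended with autocorrelated residuals (adjusted p = 0.0992). Over the cluster lists, 2 of 3 mir-42~44 guides fell from 8 h to 35 h and 1 of 7 of mir-35~41, 2 of 3 in the miR-48 list rose, and no guide of mir-54~56 or mir-73~74 was called, with the same counts adjusted over each list alone. In the other pair miR-250-3p rose (1.20 ± 0.15), a call that also ended with autocorrelated residuals (adjusted p = 0.136), and miR-61-3p was not called (-1.01 ± 0.19, with an unshifted change under 1 log2 unit).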

Values the study reported

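The study detected both strands for 130 precursor hairpins, and 282 miRNAs in all. With limits chosen empirically, it placed 52 of them (18.4%) in an oscillating class and 121 (42.9%) in a gradual class, which left 109 (38.6%) in neither. Passenger strands made up 33 of the 52 oscillating miRNAs (63%) and 130 of the 282 detected miRNAs (46%). From its model of constant decay the study inferred half-lives of 8.7 h for let-7 and 6.3 h for lin-4.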

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

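The count of oscillating strands was 16 with an amplitude of at least 0.75, 21 at 6.5 h, 21 at 8 h, 5 with even hours and 8 with odd hours, against 39. Among oscillating strands of hairpins with both strands tested, the passenger share (68.6%) was the larger share in every setting run. However, its p by Fisher's exact test, which ignores pairing, was 0.0739 with limma and a pseudocount of 8 (66.7%) and 0.112 with no filter (63.9%). It was 0.0970 for 15 to 35 h (66.7%), 0.121 with even hours (100%) and 0.119 with odd hours (85.7%). The share ranged from 64.5% to 73.7% when single libraries were left out. The median amplitude difference passenger minus guide was 0.58 with even hours (permutation p = 0.251) and 0.48 with odd hours (permutation p = 0.124), and it was 0.17 over all 102 hairpins and 0.16 there with even-odd product amplitudes (permutation p = 1e-05 for both, the smallest possible), both alternatives chosen after the result was seen. Hairpins whose strand ratio oscillates numbered 12 at 8 h, 12 with even hours and 6 with odd hours. Rising strands from 8 to 35 h numbered 47 with autocorrelated residuals. Strands rising 5-10 h numbered 14 with TMM factors, 11 at an adjusted p under 0.01, and 11 to 25 with single libraries left out. Strands falling 5-10 h numbered 8 with TMM factors, 11 with DESeq2 size factors, 18 with the DESeq2 test, 0 at an adjusted p under 0.01, and 1 to 5 with single libraries left out. Strands falling 22-28 h ranged from 1 to 7 with single libraries left out. Strands falling 36-48 h numbered 19 with TMM factors, 25 with DESeq2 size factors, 27 with the DESeq2 test and 35 with totals without the miR-35 family. The lin-4 half-life was 9.19 h with TMM factors, and that of let-7 8.95 h on the log2 scale, 15.6 h with TMM factors and 6.82 h for 8 to 35 h. Directions reversed for the miR-241-5p change (-0.019) and miR-247-5p (-0.76) from 15 to 35 h, and for the mir-61~250 correlation (-0.27) without detrending. The cause was not tested.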

Other observations

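The strands of the miR-34 hairpin, which are of similar abundance (1.48-fold), moved apart in time. The 3p strand oscillated with an amplitude of 0.54 ± 0.11 log2 units and a peak 5.01 h after a multiple of 7 h, while miR-34-5p had an amplitude of 0.18 ± 0.05. The ratio of the strands oscillated (0.52 ± 0.10, adjusted p = 0.000827).

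Among strands called rhythmic at 7 h, 39 were called with total counts, and the tests of this pattern were written before that result was seen. Slow drift between neighbouring hours could yield calls at other periods too, and the highest number among periods of 4, 5, 10, 12 and 14 h was 7. Periods of 4 and 5 h say little of slow drift. At 10, 12 and 14 h the 7 h swings of the same strands add to the residual scatter and make calls harder. The low number therefore does not exclude drift. Chance might also yield calls, but of 100 assignments of phases to libraries only 1, the real one, gave as many calls. The highest other gave 25. For scatter that is independent between hours, chance alone is thus an unlikely source of all 39 calls, but 100 assignments cannot exclude it. Scatter shared by neighbouring hours is not covered by such assignments, and 32 of the 39 strands were also called with autocorrelated residuals. A few strands taking most of the counts could impose a common rhythm, but TMM factors also gave 39 calls.

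Passengers had larger amplitudes than guides. The first test of this was written before the result was seen, and its extension to all 102 hairpins and the tests on ratios, on peaks and on larger guide amplitudes were chosen only after it. Low counts may inflate passenger amplitudes, but amplitudes from the product of even and odd hours, which counting noise does not inflate, still differed by a median of 0.16 (bootstrap 95% interval 0.08 to 0.25) over all 102 hairpins (the 0.494 over the 28 hairpins with an oscillating strand, which were selected on amplitude, decides nothing), and a rhythm in the scaling could not produce the 20 hairpins with an oscillating ratio within libraries. A slowly decaying guide that averages a rhythmic supply would peak later and with a smaller amplitude, and this stays open: in 15 of the 17 called hairpins with the larger passenger amplitude the guide peaked after the passenger by no more than 0.25 of a period, but only 6 of the 17 guides oscillated, so most of these peak hours are poorly defined. It also stays open for the 3 called hairpins with the larger guide amplitude, which such averaging would not give. In miR-34 the guide amplitude was 3.04 SE above that of its passenger. With the roles turned, however, its 5p strand has the smaller amplitude and peaks later (6.37 h against 5.01 h). In miR-36 and miR-71 the gap was only 1.01 SE and 1.87 SE. For miR-71, whose strands differ by 6.03-fold, the model of constant decay left 62.6% of the guide's variance unexplained.

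From 36 h to 48 h the miR-35 family rose and the median strand fell. Tests of this pattern were written before the result was seen. The rise of the family is unlikely to come from scaling, as 8 members rose with DESeq2 size factors. The falls of other strands may in part reflect the counts taken up by the family. With totals without the family, an alternative chosen after the data were seen, 35 strands fell, against 54 with total counts. The median change of all strands was then -0.29 against -0.51. With DESeq2 size factors 25 fell, but these adjust for any shift in composition, so that count does not single out the family.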
